A study of Arabidopsis thaliana with 12 samples.

How the data were processed

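RNA from whole 14-day-old long-day seedlings of the Col-0 ecotype was sequenced in 12 libraries, 3 for each of WT, the brm-1 mutant, the brd1,2,13 mutant and the mutant that joins both (the combined mutant). The submitters' processing notes name TopHat, Cufflinks 2.1.1, Cuffdiff 2.1.1 and the TAIR10 genome, and give no version of TopHat. Whether strand was used in counting is not given in the sources used here, so genes that overlap on opposite strands cannot be told apart. The labels number the libraries of a genotype 1 to 3 and do not say whether they came from separate plantings, so the authors' p values may measure technical spread only.

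The deposited file was the gene test table of Cuffdiff, with 191022 tests of 31837 gene records in 6 pairs of genotypes. Its level values are FPKM, fragments per kilobase of transcript scaled for library size, which the authors computed as 1 value per genotype. Its log2 fold changes are the deposited log2 ratios of these FPKM values, with no pseudocount. The deposited test statistic is a score without a fixed range, and the deposited p-value and q-value are those of the authors' test. The smallest deposited p value was 5e-05 and the smallest q value 0.000404. Recomputation showed that q was the Benjamini-Hochberg adjustment of p over all tests of the 6 comparisons together (largest difference 5.28e-07). How the authors' run scaled the libraries is not known here. Where the scaling divides by the library total, a large change in a few abundant transcripts shifts the others. The 10 most abundant records held between 7.79% and 8.82% of the FPKM total of a genotype. The median log2 fold change of expressed records lay between -0.01 and 0.01 in every comparison. FPKM values keep no read counts, and with 1 value per genotype the depth of the libraries is unknown, so no counting interval is given.

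The table held no values per library, so no test over samples was made here. Calls are those of the authors' deposited table at a q value of at most 0.05 among tests with status OK. No fold is given against a genotype listed at 0. A record joins several genes in 1944 cases. Such records count in the totals and were left out of the gene lists. In 7465 records the locus overlaps that of another record, and genes named from them are uncertain. Coordinates are those of the table with 1 added to the start. Gene symbols came from the TAIR10.1 annotation of NCBI RefSeq, in which 29057 of 29744 records of 1 gene were found; since only 7975 had the same start and end there, none of its coordinates were used.

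The error of each genotype's log2 value was solved by least squares from the 6 deposited fold changes divided by their statistics. The squared errors added up over comparisons in 18454 records with a largest misfit of 0.0356%. The normal z of the deposited p value was 1.74 times the statistic in the median, close to the square root of 3, so these errors may be too large by that factor. Across 17967 genes, the fold changes of the combined mutant against brm-1 had a variance of 0.0819. Simulation from the implied errors of WT alone gave 0.126, so the errors as implied are too large on average. Within a record, errors differed little between genotypes at equal FPKM level, with a median difference of 0.00819 on the log2 scale and a 90th percentile of 0.0952. Between genes of similar level the errors could differ more. They describe the authors' model more than the spread of 3 libraries of that gene. The non-additive effect is the fold change of the combined mutant against brm-1 minus that of brd1,2,13 against WT, tested with a normal z on these errors and adjusted by Benjamini-Hochberg over 18454 records. Tested on simulated data with 50 records at each size, it called 0 at a difference of 0.5, 11 at 1, 38 at 2 and 47 at 3 on the log2 scale, with 7 false calls among 18254 unchanged records. With the errors divided by the square root of 3 it called 7, 28, 45 and 50, with 5 false calls. In each run the simulated noise was drawn from the same errors that the test assumed. Few false calls follow from that set-up, and the runs do not show which errors are right for these data.

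Overlaps of calls were tested with two-sided Fisher's exact tests over records tested in both comparisons, beside the overlap of independent lists and of 100 simulated data sets without effects that share the control values. A set of 23 gene lists with 281 entries was fixed before the data were examined, and the reference names 259 of these entries by the symbol used. They cover the 4 mutated genes, other SWI/SNF subunits, Polycomb and H3K27 demethylases, flowering time, vegetative phase change, floral organ identity, meristem and boundary, seed maturation, abscisic acid and cold, gibberellin, auxin, photosynthesis, salicylic acid and immunity, jasmonate, flavonoids, glucosinolates, the clock, heat shock, touch and wounding, root cell types, root nutrient uptake, the cell cycle and reference genes. For each list the members called higher or lower were counted, also with p adjusted over the list alone, and the list's median fold change was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these genotypes. Lists with fewer than 3 measured members, which was the case of the seed list, have no percentile.

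Genes were named by a rule fixed before the data were examined. It takes the 4 mutated genes, the 10 largest rises and the 10 largest falls of each mutant against WT, the 5 and 5 of each other comparison and of the non-additive effect, and up to 4 called members of each list with the largest changes. The values of some list members that the rule takes are not reported here. Genes named by size needed a call, a value above 0 in both genotypes, at least 5 FPKM in the higher one and a symbol in the reference. Further list members named beside a small count, and the members of the lists for iron, phosphate and hypoxia in the closing section, were chosen after their values were seen. The alternatives tried were a q value of 0.01, a minimum change of 2-fold, a minimum of 1 FPKM, adjustment within each comparison, leaving out overlapping loci, pseudocounts of 1 and 0.1, a minimum of 10 FPKM, centred fold changes, unmatched random lists and, chosen after seeing the data, rescaled errors, records of 1 gene only and joined records in the lists. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.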

Results

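The transcriptomes of whole Arabidopsis thaliana seedlings of the Col-0 ecotype were measured by RNA sequencing at 14 days of age under long days. The 12 libraries fell into 4 genotypes of 3 libraries each: the wild type (WT), the brm-1 mutant, the brd1,2,13 mutant, and the mutant that joins both (brm-1 brd1,2,13), called the combined mutant here. BRM encodes an ATPase of the SWI/SNF chromatin remodelling complexes, and BRD1, BRD2 and BRD13 encode bromodomain proteins that belong to the BRM-containing complexes. The 4 genotypes form a factorial design, so the effect of losing the BRD proteins can be read in the presence and in the absence of BRM, and the effect of losing BRM with and without the BRD proteins. The authors' deposited table gave 1 FPKM value per gene record and genotype and a test of each of the 6 pairs of genotypes. Every FPKM value, log2 fold change and q value below comes from the authors' deposited table, a call is a q value of at most 0.05 in it, and "rose", "fell", "higher" and "lower" are used of genes only for calls. No value per library was used, so no spread between replicates can be given beside a value, and the depth of each library is unknown. The largest changes named are those among records of 1 gene with a symbol in the reference and at least 5 FPKM in the higher genotype, apart from the mutated genes. The loci of ABI1, AS1, BRIP2, CASP1, CHS, DMP1, ELF3, F3H, HEI10, IAA5, KNAT6, LEA7, MAF4, NIP2;1, NRT1.8, OCT1, ORA47, PCNA1, PCNA2, PORB, RAB18, RLP41, SARD1, SPL15, SPL3, SWI3C, TCH4, TOC1 and UGT75C1 overlap other gene records, so their values are uncertain. The error given with some fold changes is the one implied by the deposited test statistic.

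The mutated genes were examined first. In the authors' deposited table, BRM (AT2G46020, TAIR10 chromosome 2, 18922528 to 18934088) had an FPKM of 17.5 in WT and 18.5 in brd1,2,13, against 0.0954 in brm-1 and 0.12 in the combined mutant. BRD13 (AT5G55040, chromosome 5, 22327173 to 22331840) had 14.4 in WT and 18.7 in brm-1, against 0.223 in brd1,2,13 and 0.0194 in the combined mutant. BRD1 (AT1G20670, chromosome 1, 7164166 to 7168166) fell from 12.7 in WT to 4.36 in brd1,2,13 and 4.76 in the combined mutant, and BRD2 (AT1G76380, chromosome 1, 28651102 to 28654580) from 7.04 to 3.05 and 3.08. All 4 genotypes thus carried the transcript pattern of their labels. BRD1 and BRD2 transcripts were reduced but not absent, and no protein was measured. The loss of BRM or of the BRD proteins stands in this text for the mutation of their genes. BRD2 was also higher in brm-1 than in WT, at 22.5 FPKM (log2 fold change 1.68), and BRD1 and BRD13 were higher there by 0.31 and 0.37 on the log2 scale. The loss of BRD13 was called in brd1,2,13 against WT (q = 0.000404 in the authors' deposited table) but not in the combined mutant against WT (q = 0.22), although its level was lower there. The BRM locus overlaps another gene record, so part of its reads may belong to that record.

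**Figure D1:**
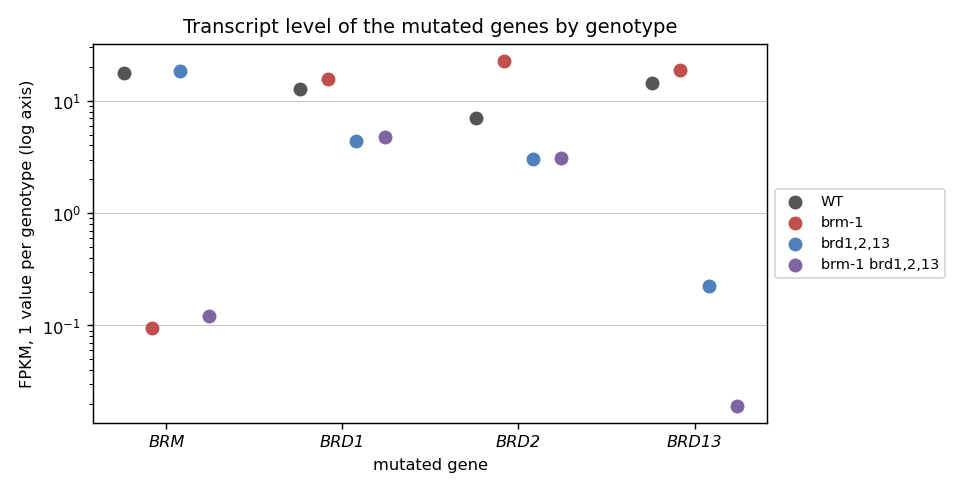
FPKM of the 4 mutated genes (logarithmic axis) in the 4 genotypes, with 1 point for each genotype's deposited value and no error bars, since no values per library were used. BRM lies near 0.1 FPKM in brm-1 and the combined mutant, and BRD13 lies at 0.223 and 0.0194 FPKM in brd1,2,13 and the combined mutant.

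In the comparison of brm-1 with WT, which reads the effect of losing BRM, defence and jasmonate genes rose and anthocyanin and root nutrient uptake genes fell. By the authors' deposited table the largest rises were those of LCR67, a plant defensin (0.481 to 53.6 FPKM, log2 fold change 6.80, implied error 0.92), and JAZ7, a jasmonate-responsive repressor (log2 fold change 6.48). LEA7, a late embryogenesis abundant protein, rose by 6.11, MIOX4 by 5.75, XTH25, a cell wall enzyme, by 5.49, LTP4, a lipid transfer protein, by 5.10, PUB54 by 4.73, the nitrate transporter gene NRT1.8 by 4.50, and NATA1 by 4.28. ASN1, an asparagine synthetase gene, rose from 8.54 to 169 FPKM (log2 fold change 4.31, implied error 0.21). Besides BRM itself, the largest falls were those of MLP168 (-3.97), the anthocyanin biosynthesis gene DFR (-3.52), HOL2 (-3.51), the ammonium transporter gene AMT1;2 (-3.15, from 84 to 9.44 FPKM), the root iron transporter gene IRT1 (-3.10), BBX30 (-3.05), the anthocyanin regulator PAP1 (-2.93), SAUR19 (-2.87) and LDOX (-2.83).

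All 14 measured members of the salicylic acid and immunity list rose in brm-1 in the authors' deposited table, among them PBS3 (3.77), SARD1 (2.79), PR1 (2.45) and PAD3 (2.29). Of 10 jasmonate and defensin genes 6 rose, led by JAZ5 (4.01), JAZ10 (3.57), ORA59 (2.92) and LOX2 (2.34), and 1 fell, VSP1 (-0.79). All 13 measured flavonoid and anthocyanin genes fell, with a median of -2.10. UGT75C1 (-2.98) was among them. Of 9 abscisic acid and cold response genes 7 rose, led by the phosphatase gene HAI1 (3.23), ABI5 (2.84), COR15B (2.75) and KIN1 (1.79), and ABI1 fell (-0.44). In the touch, wounding and early stress list 6 of 9 rose, with ERF6 at 2.31, TCH4 at 2.07, TCH3 at 1.68 and ZAT12 at 1.44. Among aliphatic glucosinolate genes, 7 of 12 fell, such as the regulators MYB28 (-0.57) and MYB29 (-0.44), and 2 rose, including MAM1 (0.57). The counts adjusted over the list alone were the same for these 6 lists.

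Genes of developmental timing also moved in brm-1. Of 13 vegetative phase change genes 9 fell in the authors' deposited table, including the MIR156A precursor (-3.28), SPL15 (-1.63) and TOE1 (-1.55), while SPL3 (2.34) and SPL4 (1.44) rose. Of 14 flowering time genes 3 rose, FUL (1.95), the floral repressor FLC (1.75) and SOC1 (0.95), and 5 fell, led by AGL24 (-2.57). The floral homeotic genes SEP3 (3.05) and PI (2.13) rose, from 2.82 to 23.4 FPKM for SEP3. Of 11 auxin genes 7 fell, among them IAA5 (-2.57), IAA29 (-2.17) and the efflux carrier gene PIN4 (-1.0), and YUC9 rose (1.55). Of 11 gibberellin genes 5 rose and 4 fell. The catabolic gene GA2OX2 rose by 2.62 and the biosynthetic genes GA20OX1 and GA3OX1 fell by 1.52 and 1.02. Of 8 clock genes, CCA1 (-1.08), PRR9 (-1.63) and ELF4 (-1.72) fell and TOC1 (1.28) rose. In the meristem and boundary list AS1 (-0.76) and KNAT1 (-0.39) fell and KNAT6 (0.68) rose among 9 measured. With p adjusted over the list alone, 8 auxin genes fell, 6 gibberellin genes and 2 clock genes rose, and the other counts of these lists were the same.

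Markers of tissues and housekeeping functions were read beside these groups. Of 10 root hair and endodermis genes 4 fell in brm-1 in the authors' deposited table, EXPA7 (-0.70), PRP3 (-0.69), CASP2 (-0.63) and CASP1 (-0.57), and the list median was -0.56; adjusted over the list alone, 6 fell and 1 rose. Of 4 root nutrient uptake genes IRT1, the iron reductase gene FRO2 (-2.93) and the phosphate transporter gene PHT1;1 (-0.56) fell. Of 21 photosynthesis and chlorophyll genes 5 fell, including RBCS2B (-0.61) and LHCB2.2 (-0.58), and PORA (0.71) and PORB (1.02) rose; adjusted over the list alone, 10 fell. Of 10 cell cycle genes 3 fell (PCNA2, -0.67; CYCD3;1, -0.52; MCM2, -0.38). Of 6 heat shock genes HSP17.6II rose (1.15) and HSFA2 fell (-1.16). Of 14 other SWI/SNF subunit genes MINU2 (-0.57), BRIP2 (-0.50) and SWI3C (-0.30) fell. OLEO4 (-2.21) fell and was the only call of 2 measured seed genes, whose median was 0.63. None of 8 Polycomb and H3K27 demethylase genes was called by Cuffdiff, 1 of them having an unadjusted p under 0.05. Of 9 reference genes ACT7 fell (-0.53). The other lists of tissues and housekeeping functions had the same counts adjusted over the list alone. Members of the LHCB1, LHCB2, RBCS and LTP3 and LTP4 families are near-identical, so their separate values are uncertain.

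In all, 6232 of 19154 tested records were called between brm-1 and WT in the authors' deposited table, 3163 higher and 3069 lower, and 1111 and 925 of them changed at least 2-fold. The medians of 13 of the 23 lists lay outside the middle 95% of 10000 random lists of the same size matched on expression. Each genotype has 1 deposited value, so no library could be left out and the calls rest on the authors' test.

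**Figure D2:**
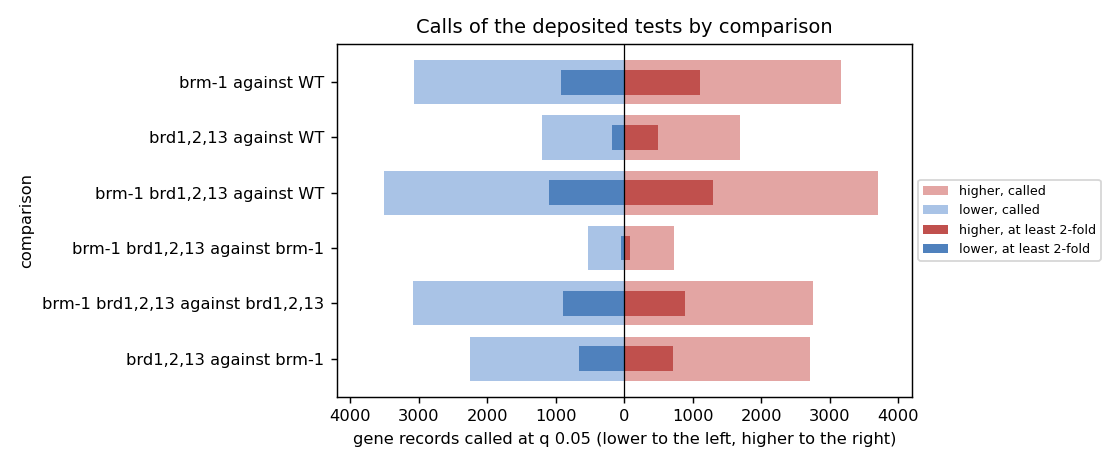
Number of gene records called at a q value of 0.05 in each of the 6 comparisons, lower to the left and higher to the right of 0, with the narrow dark bars counting those that changed at least 2-fold. The combined mutant against brm-1 has the fewest calls, 727 higher and 525 lower, and the combined mutant against WT the most, 3702 higher and 3512 lower.

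In the comparison of brd1,2,13 with WT, genes of the abscisic acid and cold response rose and root genes fell. The authors' deposited table had LEA7, a late embryogenesis abundant protein gene, rise from 0.658 to 100 FPKM (log2 fold change 7.25, implied error 0.66), LTP4 by 5.64, the glyoxalase gene GLYI7 by 4.42, LTP3 by 4.35, and HAI1 from 1.76 to 29 FPKM (4.04, implied error 0.33). HIPP22 rose by 3.68, the phosphate transporter gene PHT1;5 by 3.55, DIP2 by 3.22, DMP1 by 2.97 and the ribonuclease gene RNS1 by 2.91. Besides the mutated genes BRD13 (-6.02), BRD1 (-1.54) and BRD2 (-1.21), the largest falls were those of IRT1 (-2.86, from 10.3 to 1.42 FPKM), AIR1, which is expressed in roots (-2.85, from 22.7 to 3.15 FPKM), the cytokinin response regulator gene ARR15 (-2.58), HEI10 (-1.92), AGL24 (-1.76), PCC1 (-1.74), AMT1;2 (-1.56), the metallothionein gene MT1B (-1.53), NIC3 (-1.45) and PGL5 (-1.37).

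All 9 measured abscisic acid and cold response genes rose in brd1,2,13 in the authors' deposited table, led by HAI1, RAB18 (2.86), COR15B (2.25) and KIN1 (2.03), with a list median of 1.54. Of 14 salicylic acid and immunity genes 6 rose, among them PBS3 (2.45), PR1 (1.72), FMO1 (0.99) and CBP60G (0.87), and the list median was 0.29. Of 10 jasmonate and defensin genes 4 rose, LOX2 (1.04), VSP2 (0.94), ORA59 (0.58) and VSP1 (0.48), and AOS fell (-0.31); adjusted over the list alone, 5 rose and 1 fell. Of 13 flavonoid and anthocyanin genes 6 fell, including DFR (-0.84), TT8 (-0.83) and UF3GT (-0.75), while PAP2, a MYB regulator of anthocyanin synthesis, rose (1.74). Adjusted over the list alone, 7 fell and 1 rose. In the flowering time list FLC (2.34), FUL (2.07), SOC1 (1.44) and FD (0.91) rose and 3 of 14 fell, led by AGL24. Of the flowering time genes 6 rose and 5 fell adjusted over the list alone. SEP3 (1.47) and PI (1.1) rose among 5 floral organ genes, 3 of which rose adjusted over the list alone. In the vegetative phase change list SPL4 (1.3), SPL3 (1.21) and SPL9 (0.71) rose and SPL11 (-0.58), TOE2 (-0.49) and TOE1 (-0.43) fell. The counts of the abscisic acid, immunity and phase change lists were the same adjusted over the list alone.

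Root genes fell in brd1,2,13. Of 10 root hair and endodermis genes 7 fell in the authors' deposited table, among them the Casparian strip genes CASP4 (-1.95), CASP2 (-0.90) and CASP1 (-0.89), and the list median was -0.81. The count was 8 adjusted over the list alone. Of the root nutrient uptake genes IRT1, FRO2 (-1.42) and PHT1;1 (-0.49) fell and the nitrate transporter gene NRT2.1 rose (1.18). PIN2 (-0.56) and PIN3 (-0.27) fell among auxin genes, GA2OX2 (1.31) and GASA6 (0.81) rose and GA3OX1 (-0.48) fell among gibberellin genes, and CBF3 (2.21) and ZAT12 (0.76) rose in the touch and wounding list. CUC3 (1.07), KNAT6 (0.62) and ATH1 (0.43) rose in the meristem list. MAM1 (0.42) and MYB29 (0.39) rose and MAM3 (-0.33) fell among glucosinolate genes. PRR9 (0.54) and TOC1 (0.44) rose among clock genes, PORA (0.71) among photosynthesis genes, and CDKB2;2 (0.41) rose and CDKB1;1 (-0.47) fell among cell cycle genes. MINU2 (-0.34), OLEO4 (-0.59) and ACT7 (-0.29) were the only calls in the SWI/SNF, seed and reference lists. The 2 measured seed genes had a median of 1.83. Adjusted over the list alone, 1 auxin gene fell, 4 meristem genes rose, 1 clock gene fell beside the 2 that rose, none of the cell cycle, SWI/SNF and reference genes was called by Cuffdiff's p values, and the other counts were the same. No Polycomb gene and no heat shock gene was called by Cuffdiff, with 0 and 1 members under an unadjusted p of 0.05.

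Between brd1,2,13 and WT 2882 of 19048 tested records were called in the authors' deposited table, 1688 higher and 1194 lower, of which 499 and 180 changed at least 2-fold. At a q value of 0.01 the count was 1846. Medians of 13 lists lay outside the middle 95% of random lists, among them that of the mutated genes, which the mutations themselves lower.

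In the combined mutant, immunity and jasmonate genes rose against WT and anthocyanin genes fell. By the authors' deposited table LCR67 (6.51), XTH25 (6.01), the aquaporin gene NIP2;1 (5.83), MIOX4 (5.41), JAZ7 (5.17), NATA1 (4.92), NRT1.8 (4.78), ASN1 (4.63), LEA7 (4.42) and the calmodulin-like gene CML38 (4.32, from 2.93 to 58.3 FPKM) rose most. Besides BRM, the largest falls were those of HOL2 (-3.98), BBX30 (-3.85), MLP168 (-3.66), AMT1;2 (-3.37), PAP1 (-3.23), the purple acid phosphatase gene PAP14 (-3.17), DFR (-3.10), the inositol phosphate synthase gene MIPS1 (-2.83, from 428 to 60.3 FPKM) and BBX32 (-2.81).

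Of 14 salicylic acid and immunity genes 13 rose in the combined mutant in the authors' deposited table, led by PR1 (3.99, from 53.8 to 854 FPKM), PBS3 (3.24), PAD3 (2.48) and SARD1 (2.40), with a median of 1.46. Of 10 jasmonate and defensin genes 7 rose, such as JAZ5 (3.34) and JAZ10 (3.31), and VSP1 (-0.81) and VSP2 (-0.47) fell. All 13 flavonoid and anthocyanin genes fell, with a median of -2.42. Of 9 abscisic acid and cold response genes 5 rose, led by ABI5 (2.64), COR15B (2.11) and HAI1 (2.00), and ABI1 (-0.78) and RD22 (-0.34) fell. In the touch list 6 of 9 rose, with TCH4 at 2.22. Of 12 glucosinolate genes 9 fell, with MYB29 at -0.80, and MAM1 rose (0.49). Counts adjusted over the list alone were the same for these 6 lists.

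Among developmental genes, 9 of 13 vegetative phase change genes fell in the combined mutant in the authors' deposited table, with MIR156A at -2.92 and TOE1 at -1.73, and SPL3 (2.54) and SPL4 (1.72) rose. SEP3 (2.87), PI (2.49) and AG (1.11) rose. FUL (2.29) and FLC (2.09) were among 5 of 14 flowering time genes that rose, and AGL24 (-2.80) and TFL1 (-1.97) among 5 that fell. Of 11 gibberellin genes 5 rose, with GA2OX2 at 2.34, and 4 fell, with GA20OX1 at -1.90, and of 11 auxin genes 6 fell, with IAA5 at -1.53, and YUC9 rose (1.41). PRR9 (-2.15) and CCA1 (-1.29) fell and TOC1 (1.24) and ELF3 (0.40) rose. AS1 (-0.90) fell and KNAT6 (0.54) rose. Of 21 photosynthesis genes 7 fell, with LHCB2.2 at -0.76, and PORA (1.13) and PORB (1.03) rose. Root hair and endodermis genes fell in 7 of 10 cases, with CASP4 at -1.47 and a median of -0.66. Beside them FRO2 (-3.28), IRT1 (-2.75) and PHT1;1 (-0.68) fell and NRT2.1 rose (1.42). Of 10 cell cycle genes 4 fell, PCNA2 (-0.85), CYCD3;1 (-0.72), MCM2 (-0.62) and PCNA1 (-0.59). HSP17.6II (0.80) rose and HSFA2 (-0.67) fell. MINU2 (-0.79), MINU1 (-0.45) and BRIP2 (-0.40) fell among the SWI/SNF genes, OLEO4 fell by 2.03 and ACT7 by 0.58. The 2 measured seed genes had a median of 0.19. Adjusted over the list alone, 6 gibberellin genes rose, 9 photosynthesis genes fell, 3 clock genes rose and 3 fell, and the other counts were the same. No Polycomb gene was called by Cuffdiff, and 0 of 8 had an unadjusted p under 0.05.

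Between the combined mutant and WT 7214 of 19184 tested records were called in the authors' deposited table, 3702 higher and 3512 lower, of which 1304 and 1095 changed at least 2-fold. Of the brm-1 calls tested in both, 2764 of 3131 higher and 2671 of 3069 lower calls were also made in the combined mutant in the same direction, and 4 in the opposite direction. Both comparisons share the WT libraries. Independent lists of these sizes would share 604 and 567 calls, and simulated genotypes without effects shared 13.6 and 13.4 on average. How far the shared WT libraries add to the overlap of true calls is not measured by either.

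**Figure D3:**
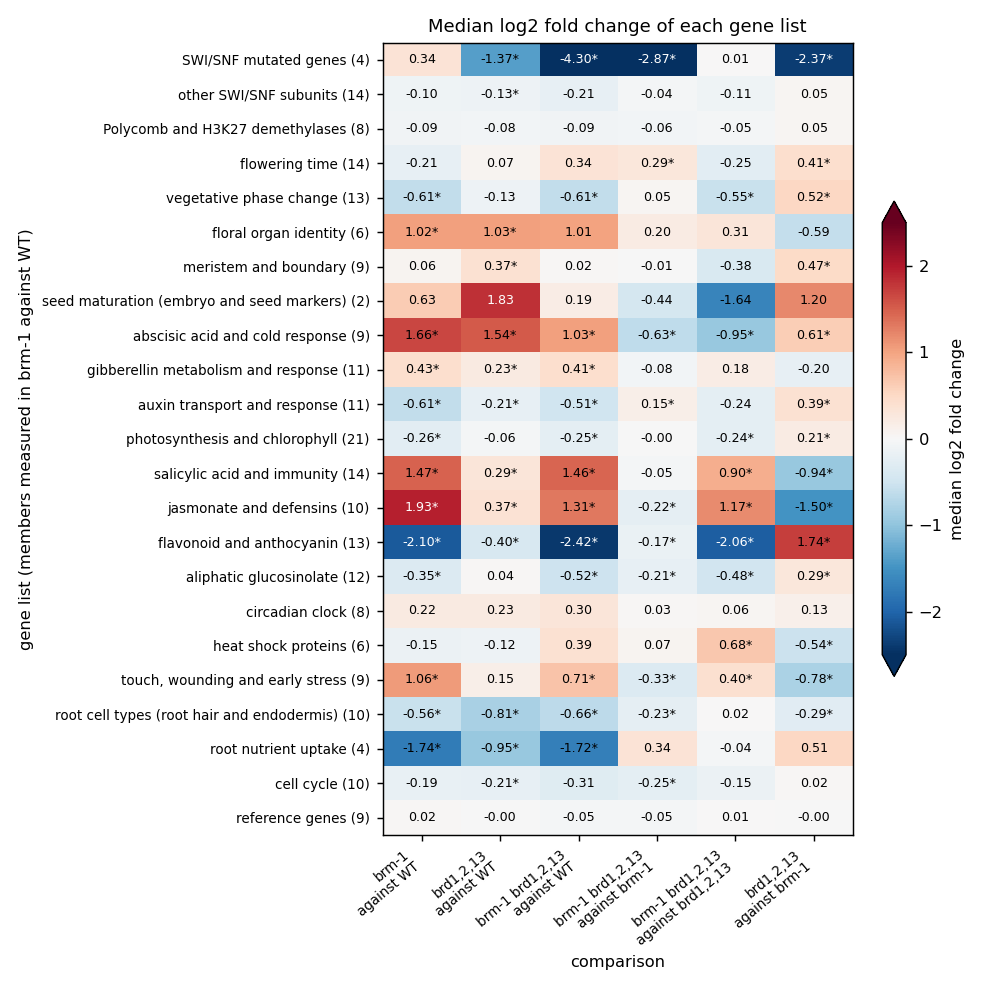
Median log2 fold change of the 23 gene lists (vertical axis, with the number of members measured in brm-1 against WT) in each of the 6 comparisons (horizontal axis), coloured from blue (lower) to red (higher), with a star where the median lies outside the middle 95% of 10000 random lists matched on expression. Flavonoid and anthocyanin genes are at -2.10 in brm-1 and -2.42 in the combined mutant against WT, and abscisic acid and cold response genes are at 1.66 in brm-1 and 1.54 in brd1,2,13.

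The combined mutant against brm-1 reads the loss of the BRD proteins where BRM is absent. The pathogenesis-related genes PR1 and PR2 rose and abscisic acid response genes fell. By the authors' deposited table the receptor-like kinase gene CRK4 (2.32), the glucanase genes BG3 (2.05) and PR2 (2.02, from 30.9 to 126 FPKM), RLP41 (1.63) and the defensin gene PDF1.2c (1.56) rose most. ORA47 (-2.09), LEA7 (-1.68), the amylase gene BAM5 (-1.49), JAZ7 (-1.31) and BAP2 (-1.26) fell most, apart from the mutated genes BRD2 (-2.87) and BRD1 (-1.72). Of 9 abscisic acid and cold response genes 7 fell, led by HAI1 (-1.24), COR15A (-1.03), KIN1 (-0.70) and COR15B (-0.64), and 8 fell adjusted over the list alone. All 9 had risen in brd1,2,13 against WT. The root hair and endodermis list had a median of -0.23.

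In the immunity list PR2 and PR1 (1.54) rose and PBS3 (-0.53), WRKY70 (-0.42) and ICS1 (-0.36) fell in the authors' deposited table; adjusted over the list alone, 3 rose and 6 fell. The jasmonate regulators MYC2 (-0.73), JAZ5 (-0.67) and JAZ1 (-0.52) fell with VSP2 (-0.37), and LOX2 rose (0.30). FLS1 (-0.61), CHI (-0.54), CHS (-0.50) and F3H (-0.32) fell among 12 flavonoid genes. The florigen gene FT (1.09), MAF4 (0.73) and MAF5 (0.57) rose and TEM1 and TEM2 (both -0.41) fell among 14 flowering time genes. IAA29 (1.1) and IAA19 (0.79) rose and PIN2 (-0.41) fell. In the touch list TCH3 rose (0.29) and 4 of 9 fell, led by ZAT12 (-0.64). MYB29 (-0.36) and CYP79F1 (-0.34) fell among glucosinolate genes. The MIR156C precursor (0.79), GASA6 (0.37) and NRT2.1 (1.02) rose, and GA3OX1 (-0.74), PRR9 (-0.52) and CYCB1;2 (-0.47) fell. Adjusted over the list alone, 2 jasmonate genes rose and 5 fell, 5 touch genes fell, the MIR156C call was lost, and the counts of the flavonoid, flowering, auxin, glucosinolate, gibberellin, clock, uptake and cell cycle lists were the same. Cuffdiff called no member of the other SWI/SNF, Polycomb, floral organ, meristem, seed, photosynthesis, heat shock, root cell type and reference lists, in which 1, 0, 0, 0, 0, 1, 0, 1 and 0 members had an unadjusted p under 0.05.

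Only 1252 of 19017 tested records were called between the combined mutant and brm-1 in the authors' deposited table, 727 higher and 525 lower, and 79 and 50 changed at least 2-fold. The count depended on the threshold, with 639 at a q value of 0.01 and 620 when the deposited p values were adjusted within this comparison alone.

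The combined mutant against brd1,2,13 reads the loss of BRM where the BRD genes are mutated. By the authors' deposited table ARD3 (4.32), XTH33 (4.23), PDF1.2c (3.97), FTM1 (3.85) and CML38 (3.78) rose most, and besides BRM the largest falls were those of BBX30 (-4.69) and of the phosphate starvation genes PEPC1 (-3.92, from 138 to 9.14 FPKM), PAP14 (-3.86) and PS2 (-3.73, from 154 to 11.6 FPKM). All 14 immunity genes rose, with SARD1 at 2.17, and 8 of 10 jasmonate genes, with JAZ10 at 3.16, while VSP1 (-1.28) and VSP2 (-1.41) fell. Of 13 flavonoid genes 12 fell, with PAP2 at -3.69, 7 of 9 abscisic acid and cold genes fell, with HAI1 at -2.05, and ABI5 rose (1.1). Of 12 glucosinolate genes 9 fell, with MYB29 at -1.19, and 6 of 13 vegetative phase genes, with SPL9 at -1.80, while SPL3 (1.33) and SPL4 (0.42) rose. Adjusted over the list alone, 13 flavonoid, 10 glucosinolate and 7 phase change genes fell and the immunity, jasmonate and abscisic acid counts were the same. The test called 5845 of 19186 records, 2757 higher and 3088 lower, of which 893 and 899 changed at least 2-fold.

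The direct comparison of brd1,2,13 with brm-1 asks how the 2 kinds of mutant differ. By the authors' deposited table BRM (7.6), BBX30 (3.89), PAP2 (3.67), OCT1 (3.04) and PEPC1 (3.01) were higher in brd1,2,13, and ARD3 (-4.90), JAZ7 (-4.08), the jasmonate-catabolic gene CYP94C1 (-3.89), LCR67 (-3.87) and MIOX4 (-3.66) were lower, as was the mutated gene BRD13 (-6.39). All 13 flavonoid genes were higher in brd1,2,13 than in brm-1, all 14 immunity genes and 8 of 10 jasmonate genes were lower, and the jasmonate-list genes VSP1 (1.27) and VSP2 (1.04) were higher. These counts were the same adjusted over the list alone. The median for the touch list was -0.78. Calls were made for 4976 of 19162 records, 2720 higher and 2256 lower, and 711 and 663 of them differed at least 2-fold.

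The genes changed in brm-1 and in brd1,2,13 overlapped. Of 18881 records tested against WT in both, 1052 were higher in both mutants, among them SEP3, FLC, HAI1 and PBS3, and 836 were lower in both, among them IRT1, AGL24 and DFR, by the calls of the authors' deposited table. These were 63.3% and 70% of the brd1,2,13 calls. Independent lists would share 272 and 194 (two-sided Fisher's exact test, odds ratios 12.8 and 16.2, p below 2.23e-308, the smallest positive number the computer holds). Simulated genotypes without effects against the shared WT values shared 12.9 and 12.5 records on average. That simulation holds no true effects, so it does not gauge how far shared controls add to the overlap of true calls. Another 175 records were called in opposite directions, among them PAP2. With 1 value per genotype the WT libraries could not be split, so part of the excess may come from the shared controls.

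Across 17967 genes with at least 1 FPKM in any genotype, the log2 fold changes of brm-1 and brd1,2,13 against WT were correlated. Pearson's r was 0.616 and Spearman's rho 0.54. Simulated genotypes without effects gave an r of 0.525. A shared control sets that value at any size of error, so it does not tell how much of the correlation comes from shared error. Genes are not independent replicates, and no p value is given. The covariance was 0.218, against 0.126 from simulated genotypes that share only the WT error, or 0.0421 where that error is divided by the square root of 3. For the pairs that share no library, the effects of losing BRM in the WT and in the brd1,2,13 background had an r of 0.669 (rho 0.699), and the effects of losing the BRD proteins in the WT and in the brm-1 background an r of -0.045 (rho 0.107). These are 3 of the 5 pairs computed. Between the WT and the brm-1 background 142 higher and 92 lower calls of the BRD mutations were shared, where independent lists would share 63.1 and 31.8. Another 243 records were called in opposite directions. How many opposite calls independent lists would give was not computed, so the shared calls alone are set against chance.

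The effect of losing the BRD proteins was then compared between backgrounds gene by gene. LEA7 rose by 7.25 on the log2 scale with BRM present and fell by 1.68 with BRM absent in the authors' deposited table, a difference of -8.93 with a standard error of 0.71. LTP4 (-6.76), GLYI7 (-5.61), HAI1 (-5.28) and LTP3 (-4.87) followed, each higher in brd1,2,13 than in WT. Each had a negative fold change in the combined mutant against brm-1: LTP4 -1.12, GLYI7 -1.19, HAI1 -1.24 and LTP3 -0.52. Like LEA7 (0.658 FPKM in WT, 45.4 in brm-1), these genes had more FPKM in brm-1 than in WT, such as 4.28 and 73.4 for LTP3. The differences are therefore not the size of a reversed effect. IRT1 (3.20), CRK4 (3.13), AIR1 (2.99), PCC1 (2.43) and XTH33 (2.41) had the largest positive differences. Each had a negative fold change in brd1,2,13 against WT and a positive one in the combined mutant against brm-1. The positive fold changes were 2.32 for CRK4, 1.23 for XTH33 and 0.70 for PCC1, but only 0.34 for IRT1 and 0.14 for AIR1. IRT1 had 10.3 FPKM in WT and at most 1.52 in any mutant, and AIR1 had 22.75 and at most 3.61. Both were thus already low in brm-1, and their differences do not show a reversed effect of the BRD mutations. BRD2 itself differed (-1.66).

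A non-additive effect was called for 227 of 18454 records at an adjusted p of 0.05, 59 positive and 168 negative, using a normal z test on the errors implied by the authors' deposited statistics, which is approximate. Of these, 154 were called in the same direction against WT in brm-1 and in brd1,2,13, 123 higher in both and 31 lower in both. Of the 1652 records higher in brd1,2,13 than in WT, with a median of 0.63, the median was 0.01 in the combined mutant against brm-1, and 52.2% had the same sign. The 1146 lower records had medians of -0.54 and -0.07. By contrast, the 3120 records higher in brm-1, with a median of 0.74, kept a median of 0.49 in the brd1,2,13 background, and the 3036 lower records had medians of -0.69 and -0.55. With the errors divided by the square root of 3, a choice made after seeing the data, 1440 records were non-additive. The errors as implied are too large on average, so the count of 227 may be too low.

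**Figure D4:**
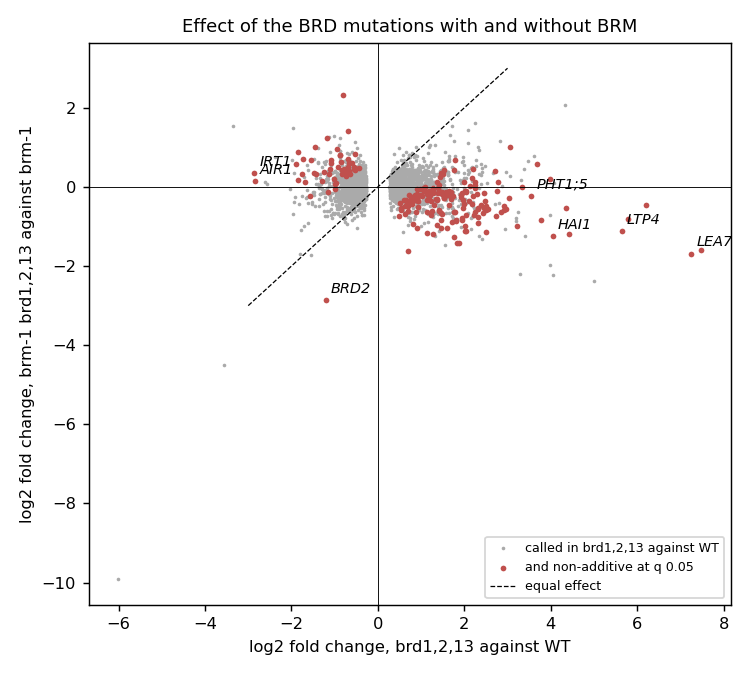
Log2 fold change of the BRD mutations in the WT background (horizontal axis) and in the brm-1 background (vertical axis) for the 2798 records called in brd1,2,13 against WT and tested in both, with non-additive records in red and a dashed line where both effects would be equal. Most points lie near 0 on the vertical axis, LEA7 lies at 7.25 and -1.68, and BRD2 is lower in both.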

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

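The tests of handling of the brd1,2,13 libraries, of root share and of the uncalled falls were chosen only after the results were seen. The predictions of the other tests are recorded as written before, but the pattern they explain is itself a result. The effect of losing the BRD proteins differed between the WT and the brm-1 background in 227 records by the z test of that difference. Among the genes named in the text, 42 were called, 10 positive and 32 negative.

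The positive differences on the log2 scale were those of IRT1 (3.20), CRK4 (3.13), AIR1 (2.99), PCC1 (2.43), XTH33 (2.41), BG3 (2.33), PR2 (2.33), HB1 (1.90), FTM1 (1.40) and AMT1;2 (1.34). Of the 9 measured abscisic acid and cold response genes 6 had a negative difference that was called, HAI1 (-5.28), RAB18 (-3.49), COR15B (-2.89), KIN1 (-2.73), COR15A (-2.5) and RD22 (-0.92). Of the 13 measured members of the phosphate list, which was chosen after its values were seen, 10 did, PHT1;5 (-3.77), PEPC1 (-3.22), PS2 (-3.07), IPS1 (-2.47), PAP14 (-2.31), MGD3 (-2.14), AT4 (-1.67), GDPD1 (-1.30), SPX1 (-1.12) and PHT1;4 (-1.10). The other negative differences were LEA7 (-8.93), LTP4 (-6.76), GLYI7 (-5.61), LTP3 (-4.87), DIP2 (-4.21), RNS1 (-3.40), HIPP22 (-3.10), BAP2 (-3.02), PBS3 (-2.98), ORA47 (-2.62), PUB54 (-2.42), BRD2 (-1.66), SEP3 (-1.66), VSP2 (-1.31), SOC1 (-1.20) and ASN1 (-1.20). The loci of LEA7, RAB18, ORA47 and GDPD1 overlap other gene records.

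The genes that changed in brd1,2,13 against WT had medians near 0 in the combined mutant against brm-1, where 141 of the higher and 92 of the lower records were called in the same direction and 137 and 105 in the opposite one. Calls selected on chance error shrink in the other background. Over 2798 pairs matched on statistic and direction, brm-1 calls kept a median share of 0.707 of their effect there and brd1,2,13 calls 0.052. The difference was 0.655 (95% interval 0.628 to 0.687, bootstrap over records, which are not replicates). By the rule written for this test a difference of this size counts against selection, but such shrinkage also depends on the spread of true effects. The fold changes against WT had a variance of 0.541 in brm-1 and 0.231 in brd1,2,13, so the matching cannot isolate selection, which stays open. A different growth or handling of the WT or of the brd1,2,13 libraries cannot be told apart from genotype, since each genotype has 1 value: WT was the highest or lowest genotype in 64.3% and brd1,2,13 in 72.2% of the non-additive records. The hypothesis that the BRD proteins act only where BRM is present predicts that brd1,2,13 calls not made in brm-1 are lost there too, and 779 such calls kept a median share of 0.016 (quartiles -0.299 and 0.351). This share lies within the bound written for the hypothesis, but members that go both ways decide nothing by their median. Beyond that rule, 1252 records were still called between the combined mutant and brm-1, which the hypothesis does not foresee. They include the mutated genes BRD1 and BRD2, and adjustment within this comparison alone left 620. The hypothesis stays open.

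Of 9 iron deficiency genes, a list chosen after its values were seen, 6 fell in brm-1, 6 in brd1,2,13 and 7 in the combined mutant. A smaller share of root tissue in a seedling lowers root transcripts alike, but in brm-1 the iron deficiency list had a median 2.54 below that of the root hair and endodermis list (difference -2.54) and below the lowest root gene at -1.09, and in the combined mutant the difference was -2.10, the lowest root gene lying at -1.47. In brd1,2,13 the difference was -0.61 and the iron median of -1.42 lay between the lower quartile of the root genes at -0.92 and the lowest at -1.95. Of the 9 iron genes 7 lay below the lowest root gene in brm-1 and 7 in the combined mutant. Of the 4 root nutrient uptake genes, fixed beforehand, IRT1 and FRO2 did so in both mutants and PHT1;1 and NRT2.1 did not. If root transcripts are lowered alike, these values argue against a smaller root share as the only cause for the genes below that bound. A part played by root share stays open in brm-1 and the combined mutant. In brd1,2,13 root share cannot be told apart from another cause. No other explanation of the iron gene falls was tested.

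The loss of BRD13 in the combined mutant was not called although the fold change was larger than in brd1,2,13. A candidate explanation is that the authors' test loses power where a genotype is near 0 FPKM. Among tests with at least an 8-fold difference, a value above 0 in both genotypes and 5 FPKM or more in the higher one, 17 of 39 were called with the lower genotype under 0.25 FPKM and 304 of 331 at or over it, a difference of 48.3 percentage points. Absence of a call for a gene that is close to 0 in 1 genotype is therefore weak evidence in this table.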

How the results depend on the processing

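The settings with errors divided by the square root of 3, with records of 1 gene only and with joined records kept were chosen after seeing the data. No paired analysis was possible because the deposited table holds 1 value per genotype, and for the same reason no replicate could be left out. Depth is unknown, so no limit set by it can be given. Requiring at least a 2-fold change gave 2036 calls for brm-1 against WT, 679 for brd1,2,13 against WT (73.5% of them higher, against 58.6% without the minimum), 2399 for the combined mutant against WT, 129 against brm-1 and 1792 against brd1,2,13, 1374 for brd1,2,13 against brm-1, and 420 for the overlap of brm-1 and brd1,2,13 calls, same direction in both. A q value of 0.01 gave 1846 for brd1,2,13 against WT, 639 for the combined mutant against brm-1 and 1190 for that overlap, and the same threshold on the non-additive effect gave 151. These settings make a stricter list by construction. Adjustment within the comparison gave 620 for the combined mutant against brm-1, because q is then no longer set by the many calls of the other comparisons. The correlation of log2 fold changes of brm-1 and brd1,2,13 across genes was 0.574 with a pseudocount of 1 and 0.581 at 10 FPKM or more, and the cause was not tested. Rescaled errors gave 1440 non-additive records. The other counts stayed within 1.5 times of the reported ones, with 67 to 74 list medians outside the middle 95% against 72, the mutated-gene list included. Of the list medians, 5 fell within the middle 95% with log2(FPKM + 1) and 3 with unmatched random lists, and none changed direction.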

Other observations

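The lists of phosphate, hypoxia and iron genes were chosen after their values had been seen, so their counts are a description and not independent evidence. Of 15 phosphate starvation genes 13 were measured, and in the authors' deposited table most of them rose in brd1,2,13 and fell in brm-1. The table had 12 higher in brd1,2,13 against WT, with a median of 0.98, among them the phosphatase genes PS2 (2.31, from 30.9 to 154 FPKM) and PEPC1 (2.32), the galactolipid synthase gene MGD3 (1.47), and the noncoding RNAs AT4 (1.37) and IPS1 (1.27). In brm-1 10 fell and PHT1;5 rose (1.23), with a median of -0.69, and in the combined mutant 11 fell and PHT1;5 rose (1.01), with a median of -1.25 and PAP14 at -3.17. All 13 were lower in the combined mutant than in brd1,2,13, with a median of -2.48. The root phosphate transporter gene PHT1;1 fell in each mutant against WT, by 0.56, 0.49 and 0.68.

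Hypoxia response genes rose where BRM was lost. Of a list of 9 genes, all 8 measured members rose in brm-1 in the authors' deposited table, with a median of 2.45, among them the fermentation genes ADH1 (2.56, from 15.9 to 93.2 FPKM) and PDC1 (2.81) and the regulator gene HRA1 (3.72), and all 8 in the combined mutant, with a median of 3.01. In brd1,2,13 HB1 (-0.94) and FTM1 (-0.69) fell and none rose. The loci of ADH1, PDC1 and HRA1 overlap other gene records. Between the combined mutant and brm-1 7 rose, including PDC1 (0.97) and HB1 (0.96). In a list of 9 iron deficiency genes 6 fell in brm-1, 6 in brd1,2,13 and 7 in the combined mutant, with medians of -3.10, -1.42 and -2.75, where the root hair and endodermis list had medians of -0.56, -0.81 and -0.66. IRT1 and FRO2 are also in the root nutrient uptake list. The iron regulator gene bHLH39 fell by 4.09, 1.97 and 2.60 and the nicotianamine synthase gene NAS4 by 2.02, 0.53 and 2.34, and BHLH100 was listed at 0 FPKM in brm-1 and the combined mutant. Log2(FPKM + 1) differences and unmatched random lists each brought 1 of the 18 medians of the 3 lists within the middle 95%.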
